# Arteriosclerosis Derived from Cutaneous Inflammation Is Ameliorated by the Deletion of IL-17A and IL-17F

**DOI:** 10.3390/ijms24065434

**Published:** 2023-03-12

**Authors:** Takehisa Nakanishi, Shohei Iida, Junko Maruyama, Hayato Urushima, Masako Ichishi, Yoshiaki Matsushima, Kento Mizutani, Yuichi Nakayama, Kyoko Sugioka, Mai Nishimura, Ai Umaoka, Yoichiro Iwakura, Makoto Kondo, Koji Habe, Daisuke Tsuruta, Osamu Yamamoto, Yasutomo Imai, Keiichi Yamanaka

**Keywords:** inflammatory skin model mouse, cytokine, arteriosclerosis, endothelial cell, atherosclerosis, IL-17A/F

## Abstract

The skin is one of the major immune organs producing large amounts of proinflammatory and inflammatory cytokines in response to internal or exogenous stimuli, inducing systemic inflammation in various internal organs. In recent years, organ damage associated with inflammatory skin diseases such as psoriasis and atopic dermatitis has received increasing attention, and vascular disorder such as arteriosclerosis is one of the serious complications of chronic inflammatory skin diseases. However, the detailed mechanism of arteriosclerosis in dermatitis and the role of cytokines have not been clarified so far. In the current study, using a spontaneous dermatitis model, we investigated the pathophysiology of arteriosclerosis and the treatment option for inflammatory skin conditions. We employed spontaneous dermatitis model mice overexpressing human caspase-1 in the epidermal keratinocyte (Kcasp1Tg). The thoracic and abdominal aorta was investigated histologically. GeneChip and RT-PCR analysis were performed to measure the changes in mRNA levels in the aorta. To elucidate the direct effect on the artery by major inflammatory cytokines, endothelial cells, vascular smooth muscle cells, and fibroblast cells were co-cultured with several cytokines, and mRNA expression levels were measured. In order to observe the efficacy of IL-17A/F in arteriosclerosis, cross-mating with IL-17A, IL-17F, and IL-17A/F deficient mice was performed. Finally, we also measured snap tension in the abdominal aorta in WT, Kcasp1Tg, and IL17A/F-deficient mice. Kcasp1Tg showed a decrease in the diameter of the abdominal aorta compared to wild-type mice. mRNA levels for six genes including *Apol11b*, *Camp*, *Chil3*, *S100a8*, *S100a9*, and *Spta1* were increased in the abdominal aorta of Kcasp1Tg. Some of the above mRNA levels were also increased in the co-culture with major inflammatory cytokines, IL-17A/F, IL-1β, and TNF-α. Dermatitis improved and mRNA levels were partially ameliorated in Kcasp1Tg with IL-17A/F deletion. Arterial fragility was also evidenced in the inflammatory model, but arterial flexibility was revealed in the IL-17A/F deletion model. Severe dermatitis is closely related to secondary arteriosclerosis caused by the persistent release of inflammatory cytokines. The results also proved that treatment against IL-17A and F may ameliorate arteriosclerosis.

## 1. Introduction

A significant interaction between skin inflammation and organ involvement has become aware. Skin is a composite of the immune system that can respond to exogenous and internal stimuli, triggering systemic inflammation. Vascular disease has been reported as a serious complication in severe intractable skin diseases such as psoriasis, atopic dermatitis (AD), and epidermolysis bullosa (EB) [1,2,3,4].

One of the critical roles of epidermal keratinocytes is to trigger local and systemic inflammation by releasing stored cytokines leading to the activation of the immune system and cytokine cascade. Keratinocyte damage can be the trigger to induce systemic inflammation including the remodeling of vascular tissues, potentially resulting in arteriosclerosis [5]. Excessively produced cytokines from the skin eruption spill over into the systemic circulation and affect remote organs. We have previously proved that the over-production of skin-derived inflammatory cytokines results in organ failures such as cardiovascular and cerebrovascular disorders [6,7], systemic amyloidosis [7,8,9,10], impaired sperm motility [11], osteoporosis [12], and even decreased salivary gland function [13]. Sometimes it leads to inflammation of the adipose tissue resulting in the secretion of adipocytokine, and then activated monocytes and lymphocytes infiltrated into the adipose tissue, which may influence the surrounding tissue including the major artery directly [14]. IL-1 and other released pro-inflammatory cytokines derived from skin or activated leukocytes are likely to contribute to so-called arteriosclerosis. In a human trial, endothelial function measured by flow-mediated dilation (FMD) was improved in patients with psoriasis receiving secukinumab, a fully human monoclonal antibody against IL-17 [15]. However, the detailed mechanism of vascular disorder in inflammatory skin conditions has not been elucidated so far, and the therapeutic efficacy of arteriosclerosis is also unknown. We addressed this problem by using keratin-14-driven caspase-1 transgenic (KCASP1Tg) mice [16]. We investigated the association between inflammatory cytokines from the persistent skin lesion and arteriosclerosis and also revealed the effectiveness of medication for arteriosclerosis.

## 2. Results

### 2.1. Histological Analysis

The histological analysis of the thoracic and abdominal aorta was performed. The arterial stricture was detected in KCASP1Tg mice especially at the abdominal aorta compared to wild-type (WT) mice at four months (Figure 1A). No specific abnormalities were detected with H&E, Congo-Red, and Elastica van Ginson staining on the abdominal aorta. Measurement of the circumference of the lumen of the abdominal artery showed a predominant decrease in KCASP1Tg mice compared to WT littermates (Figure 1B). In contrast, the thoracic portion of the aorta showed no difference in the diameter of KCASP1Tg and WT mice, which was similar to the previous report [7].

### 2.2. Observation of the Abdominal Aorta and Peri-Aortic Adipose Tissue Using Electron Microscopy

On electron microscopy, there are no morphological abnormalities in the endothelial cells, smooth muscle, elastic fibers, or fibroblasts of the abdominal aorta’s outer membrane in both KCASP1Tg and WT mice. The morphology of capillaries is also similar compared to that of WT mice. However, in KCASP1Tg mice, the adipocytes developed abnormal lysosomes, and autophagy-like structures (Figure 2A). There were also fat cells with poorly developed mitochondria in KCASP1Tg mice. More inflammatory cells were infiltrated between fat cells in KCASP1Tg compared to WT mice. In addition, no morphological abnormality is observed in the peripheral nerves. The diameter of collagen fibers in the outer membrane is similar between the two groups (Figure 2B).

### 2.3. GeneChip and Real-Time Polymerase Chain Reaction Analysis for the Abdominal Aorta

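Gene expression was measured in the abdominal aorta of 4 WT mice and 6 KCASP1Tg mice at 16 weeks of age, with 1 GeneChip Mouse Genome 430 2.0 array per mouse. KCASP1Tg mice express human caspase-1 under the keratin 14 promoter and develop dermatitis. The methods give n = 8 mice, and the numbers printed under the heat map of Fig. 3A are not tied to individual arrays, so all 10 arrays were used and are named WT 1 to WT 4 and KCASP1Tg 1 to KCASP1Tg 6. The methods give 250 ng of total RNA for the labelling and the sample labels give 100 ng.
The authors computed 1 signal intensity per probe set with MAS5.0 and scaled each array to a trimmed mean of 500. The deposited values are these signals on a linear scale, and the mean after leaving out 2% of the probe sets at each end was 500.0 on every array. The median signal ranged from 128.6 to 142.8 on the WT arrays and from 128.6 to 155.9 on the KCASP1Tg arrays. Detection calls were not used here. As in the methods, signals below 1 were set to 1 and log2 values were taken, and a probe set was tested with limma if its signal was at least 100 on at least 4 arrays. This kept 26242 probe sets, which represent 12301 genes with 1 symbol each. A probe set was called at an adjusted p under 0.05 (Benjamini-Hochberg), and gene lists fixed before the data were examined were tested with camera. For a gene with several probe sets, the one with the highest mean signal was used. The number of arrays limits the precision, and no depth applies to these signals.
The arrays separated by genotype on the second principal component but not on the first. The first held 35.5% of the variance and had WT 4 (74.8) and KCASP1Tg 3 (76.5) at 1 end and KCASP1Tg 6 (-46.1) and KCASP1Tg 4 (-45.8) at the other. On the second, which held 25.1%, every KCASP1Tg array, from -84.6 (KCASP1Tg 4) to 5.93 (KCASP1Tg 6), lay below every WT array, from 24.6 to 43.6. The highest correlation between 2 arrays was 0.972 (WT 2 and WT 3).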

The mRNA was extracted from the abdominal aorta of 4-month-old KCASP1Tg and WT mice, and GeneChip analysis was performed. 

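The aorta samples also held transcripts of fat: the adipocyte gene Adipoq had a mean signal of 34349 in WT mice and 37998 in KCASP1Tg mice. Changes on these arrays can therefore not be assigned to the vessel wall alone. S100a8 and S100a9, the subunits of calprotectin, an abundant protein of neutrophils, were higher in KCASP1Tg aorta. S100a8 rose from a signal of 124 ± 9.96 (SD, n = 4) in WT mice to 6483 ± 7232 (SD, n = 6) in KCASP1Tg mice, and S100a9 rose from 103 ± 14.9 to 6027 ± 7067. Chil3, a chitinase-like protein made by myeloid cells, rose from 31.7 ± 17.1 to 1790 ± 1954. The log2 fold changes were 5.22 for S100a8 (standard error 0.52, adjusted p = 0.00633 from limma), 5.34 for S100a9 (standard error 0.54, adjusted p = 0.00633) and 5.64 for Chil3 (standard error 0.67, adjusted p = 0.0136).
Camp, an antimicrobial peptide stored in neutrophil granules, and Apol11b, an apolipoprotein L gene, did not pass the test over all probe sets. The log2 fold change of Camp was 4.44 (standard error 0.88, adjusted p = 0.125 from limma) and that of Apol11b was 2.18 (standard error 0.42, adjusted p = 0.12). As the WT signals of Camp, Chil3 and Apol11b were dim, the size of their change depended on the transformation: with a pseudocount of 50 the log2 fold change was 2.54 for Camp, 4.07 for Chil3 and 1.37 for Apol11b. For each of these 5 genes every KCASP1Tg array was above every WT array, which gives an exact two-sided Mann-Whitney p of 0.00952 before adjustment, the smallest that 4 arrays against 6 allow. KCASP1Tg 4 stood apart, with an S100a8 signal of 21043 against 2705 to 5924 on the other KCASP1Tg arrays, a Camp signal of 3502 against 138 to 285 and an Apol11b signal of 62.7 against 176 to 288. Outside the key genes, 14 of 14 further neutrophil genes had a positive log2 fold change, with a median of 1.22. The smallest were 0.13 for Plbd1 and 0.40 for Pilra. The WT and KCASP1Tg signals overlapped for both, and also for Fpr2, Cybb, Ncf4, Il1f9 and Cd300ld. For the rest of these genes every KCASP1Tg array was above every WT array.

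**Figure D1:**
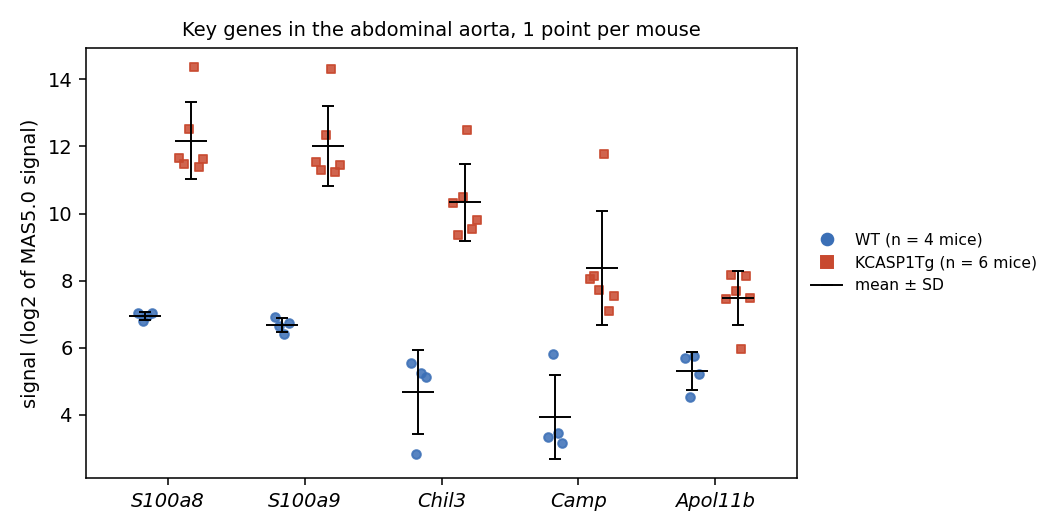
Signal of the 5 key genes analysed (log2 of the MAS5.0 signal) in each WT mouse (circles, n = 4) and each KCASP1Tg mouse (squares, n = 6), with the mean and SD as lines. The KCASP1Tg points lie above all WT points for each gene, and the highest Camp point, at 11.77, is KCASP1Tg 4.

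Over the 26242 probe sets, 18 were higher and 0 were lower in KCASP1Tg mice by limma, against 1185 higher and 898 lower at an unadjusted p under 0.05. Adjusted exact Mann-Whitney tests called 0 in either direction. These counts depended on single arrays: without KCASP1Tg 1, 10 were higher, without KCASP1Tg 6, 39 higher and 2 lower, without KCASP1Tg 4, 61 and 8, and with array weights 204 and 63. The groups did not overlap for 520 probe sets that were higher and 249 that were lower, or 1.98% and 0.95%, where chance gives 0.476% in each direction. The genes called besides S100a8, S100a9 and Chil3 were Slc4a1, the anion exchanger of the red cell membrane, Nfe2, a transcription factor of erythroid cells and megakaryocytes, Ccl8, a chemokine, Alox5ap, which is needed for leukotriene synthesis, Isg20, an interferon-induced exonuclease, Sema6b, Tent5c and Cd164l2. Cd164l2, Nfe2 and Isg20 were close to the threshold and passed in 9, 11 and 10 of 25 alternatives. Ccl8 rose by a log2 fold change of 2.16 (standard error 0.18, adjusted p = 0.00287 from limma) and Slc4a1 by 3.47 (standard error 0.37, adjusted p = 0.00768). Slc4a1, Cd164l2 and Sema6b were dim in WT mice, and with a pseudocount of 50 their log2 fold changes were 2.58, 1.69 and 1.19. Another called gene, Igk, an immunoglobulin light chain gene, was chosen after its values were seen, as the probe set called is not the one with its highest mean signal.
Without KCASP1Tg 4, or with array weights, all 5 key genes passed, with adjusted p up to 0.0225 and 0.0202. Over all settings adjusted p ranged from 0.00858 to 1 for Apol11b, from 0.0202 to 1 for Camp, from 0.00375 to 0.64 for Chil3 and from 3.48e-05 to 0.64 for S100a8 and S100a9. Without KCASP1Tg 1, or over WT 1 to 3 and KCASP1Tg 1 to 5, Chil3 did not pass (adjusted p = 0.0525 in each), nor without WT 4 and KCASP1Tg 3 (adjusted p = 0.0828). None of the 5 passed with the replicate number as a block, where the log2 fold change of S100a8 was 5.55. The numbers do not pair the mice, and KCASP1Tg 5 and KCASP1Tg 6 have no WT mouse of the same number. The calls lost with this block therefore decide nothing about these genes. None passed without WT 1 and WT 3, or with the means of the heart muscle and liver lists as covariates. Without WT 4, KCASP1Tg 1 and KCASP1Tg 2 only 4 of them were tested, as Apol11b was not, and 0 passed. These last 3 settings were chosen after seeing the data. In them the log2 fold change of S100a8 was 5.26, 4.84 and 5.56.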

There were several upregulated genes in KCASP1Tg mice including *apolipoprotein L 11b (Apol11b)*, *cathelicidin antimicrobial peptide (Camp)*, *chitinase 3-like 3 (Chil3)*, *S100 calcium-binding protein a8 (calgranulin A, S100a8)*, *S100 calcium-binding protein a9 (calgranulin B, S100a9)*, and *Spectrin alpha, erythrocytic 1 (Spta1)* (Figure 3A). 

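Tgfb1, which encodes TGF-β1, had a signal of 226 ± 21.9 (SD, n = 4) in WT aorta and 308 ± 122 (SD, n = 6) in KCASP1Tg aorta. Its log2 fold change was 0.38, with a 95% interval from -0.13 to 0.89 (adjusted p = 0.753 from limma; exact two-sided Mann-Whitney p = 0.0381 before adjustment), and without KCASP1Tg 4, whose signal was 551, it was 0.20. A second probe set of Tgfb1 had a log2 fold change of 0.02. Ifng, which encodes IFN-γ, and Tnf, which encodes TNF-α, were too dim to enter the test over all probe sets. Ifng had a signal of 6.90 ± 3.43 in WT mice and 17.5 ± 12.7 in KCASP1Tg mice, a log2 fold change of 1.09 (95% interval -0.39 to 2.56; exact Mann-Whitney p = 0.171), and Tnf a signal of 42.4 ± 33.7 and 32.9 ± 50.8, a log2 fold change of -0.91 (exact Mann-Whitney p = 0.352).
Lists of TGF-β pathway genes, interferon response genes and genes that respond to IL-1 and TNF were tested as well. None of these lists is specific to the response to TGF-β1, IFN-γ or TNF-α. Of 14 genes of the TGF-β pathway, 0 were higher or lower by limma, also when adjusted over the list alone. Their mean log2 fold change was 0.13 (camera, adjusted p = 0.0904). Without KCASP1Tg 4 the list passed, with a mean of 0.18 (adjusted p = 0.036, range over all settings 0.0218 to 0.475). It also passed with array weights (mean 0.22, adjusted p = 0.0218) and without WT 4 (0.19, adjusted p = 0.0304). The same held over WT 1 to 3 and KCASP1Tg 1 to 5 (0.22, adjusted p = 0.0241). Of 19 interferon response genes, 0 were called (1 higher when adjusted over the list alone), with a mean of 0.06 (adjusted p = 0.853). Of 14 genes that respond to IL-1 and TNF, 0 were called (1 higher when adjusted over the list alone), and as a list they were higher, with a mean of 0.39 (adjusted p = 0.00643, and adjusted p = 0.468 with an estimated correlation). Without KCASP1Tg 4 that mean was 0.24. Over all 10 arrays the list did not pass by fry (adjusted p = 0.283). Nor did it with the means of the heart muscle and liver lists as covariates (adjusted p = 0.0839, range over all settings 0.0011 to 0.468). Socs3, a feedback inhibitor of cytokine signalling in that list, had a log2 fold change of 1.11 (adjusted p = 0.303), Icam1, an adhesion molecule, 0.63 (adjusted p = 0.592), and the cytokine gene Il1b 0.79 (adjusted p = 0.593). The list mean was highest in KCASP1Tg 4, at 10.38 against 9.38 to 9.64 in the other KCASP1Tg mice.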

We did not see any significant changes in the mRNA expression of the pro-fibrotic cytokine TGF-β1 and the anti-fibrotic cytokines IFN-γ and TNF-α in the aorta of KCASP1Tg mice or WT. The whole GeneChip gene expression data has been made publicly available in a GEO repository (GSE226446). 

To confirm the upregulation in mRNA expression levels, we performed RT-PCR for *Apol11b*, *Camp*, *Chil3*, *S100a8*, *S100a9*, and *Spta1*. The genes for *Camp*, *Chil3*, *S100a8*, *S100a9*, and *Spta1* were upregulated in abdominal aorta from KCASP1Tg compared to WT mice (Figure 3B), and mRNAs for *Apol11b*, *Camp*, *S100a8*, and *S100a9* were increased in the thoracic aorta (Figure 3B).

### 2.4. Culture of Aorta-Constitute Cells

We measured the changes in mRNA expressions in the cultured endothelial cells, vascular smooth muscle cells, and vascular fibroblasts cultured with inflammatory cytokines. Among the key genes, the mRNAs for *Camp*, *S100a8*, and *S100a9* were significantly increased especially in endothelial cells when co-cultured with a mixture of TNF-α, IL-1β, and IL-17A/F (Figure 4). The culture systems of vascular smooth muscle cells and vascular fibroblasts did not give constant and stable results.

### 2.5. The Effect of Arteriosclerosis by IL-17 Deficiency

To investigate the effect of IL-17A, F, and A/F in arteriosclerosis, the circumference of the lumen of the artery was measured in IL-17A-/KCASP1Tg, IL-17F-/KCASP1Tg, IL-17AF-/KCASP1Tg mice and also IL-17A-, IL-17F-, IL-17AF- mice. The stricture of the lumen of the artery was recovered at the abdominal portion in KCASP1Tg mice when crossing with IL-17KO mice. Mice lacking IL17A/F deficient mice tended to have an enlarged peri-arterial diameter (Figure 5A). The mRNA expression level from the abdominal aorta was partially ameliorated in the IL-17KO-crossed KCASP1Tg mice (Figure 5B).

### 2.6. Snapping Tension in the Abdominal Aorta

KCASP1Tg mice showed marginal fragility compared to WT mice similar to the previous report [7]. A deficiency of IL-17A/F showed rather enhanced vascular firmness and elasticity compared to WT mice (Figure 6).

## 3. Discussion

In the persistent dermatitis model, arteriosclerosis was detected especially at the abdominal aortic portion probably due to the direct effects of adipocytokines produced by the adipose tissue surrounding the abdominal artery (perivascular adipose tissue; *PVAT*) and the large amounts of inflammatory cytokines produced in the inflamed skin coming into the systemic circulation causing endothelial damage. Electron microscopy study revealed poorly developed mitochondria in the adipocytes with autophagy-like structures and lysosomes in KCASP1Tg mice, consistent with the fact that adipocytes are inflamed under the influence of cytokines or by WBCs infiltrating adipose tissue [7,14]. GeneChip and RT-PCR analysis revealed increased key signals during the process of arteriosclerosis in KCASP1Tg. Some of these signals were also enhanced in the co-culture with major inflammatory cytokines, IL-17A/F, IL-1β, and TNF-α. Narrowing of arteries in KCASP1Tg was improved when KCASP1Tg mice were mated with IL-17A, F, and A/F knock-out mice accompanied by decreased key signals in part. IL-17A, F, and A/F deleted mice also had larger arterial perimeters than WT mice, suggesting that excess IL-17A and F may lead to arterial narrowing. The snap tension in the abdominal aorta revealed the arterial wall strength in IL17A/F-deficient mice.

Severe dermatitis is closely related to secondary arteriosclerosis mainly caused by the persistent release of inflammatory cytokines. Although further research is needed, the active control of skin inflammation may be essential to prevent secondary arteriosclerosis. This study defined atherosclerosis in terms of arterial lumen diameter and vulnerability. The pathologies of aortic sclerotic changes were ameliorated in mice with IL-17A/F deletion, revealing that the vascular phenotype can be recovered by inhibiting IL-17A/F. In the abdominal aorta, stenosis was found in the inflammatory model, and its improvement was demonstrated by IL-17 deletion. In the thoracic aorta, on the other hand, the circumference of the artery was unchanged in the inflammatory model, as shown in Figure 1. However, the expression levels of genes predicted to be involved in arteriosclerosis were upregulated in the thoracic aorta of the inflammatory model and improved in the IL-17 deficient model (Figure 2). This finding suggests that subclinical stiffening is progressing due to inflammation. The PVAT is not present around the thoracic aorta; therefore, we speculated that vascular endothelial cells are affected by inflammatory cytokines in the bloodstream.

GeneChip analysis revealed increased six key genes during the process of arteriosclerosis including *Apol11b*, *Camp*, *Chil3*, *S100a8*, *S100a9*, and *Spta1*. Classically the function of apolipoprotein L 11b (*Apol11b*) is thought to be involved in lipid transport and metabolism [17], which is expressed under inflammatory conditions in myeloid and endothelial cells [18]. Apol11b is found in high-density lipoprotein complexes that play a central role in cholesterol transport. The cholesterol content of membranes is important in cellular processes such as modulating gene transcription and signal transduction [19]. Cathelicidin antimicrobial peptide (*Camp*) is a polypeptide that is primarily stored in the lysosomes of macrophages and polymorphonuclear leukocytes. Members of this family react to pathogens by disintegrating, damaging, or puncturing cell membranes. Cathelicidin serves a critical role in mammalian innate immune defense against invasive bacterial infection [20]. Cathelicidin peptides have been isolated from many different species of mammals, and are mostly found in neutrophils, monocytes, mast cells, dendritic cells, epithelial cells, and human keratinocytes [21,22], and the expression increases when injured by external factors, such as trauma, inflammation, or infection. Chitinase 3-like 3 (*Chil3*) is one of the chitinase-like proteins (CLPs), and inactive CLPs are established markers of immune activation and pathology, yet their functions are essentially unknown [23]. CLPs induce the production of pro- and anti-inflammatory cytokines and chemokines and are potential modulators of the inflammatory tumor microenvironment [24]. S100 calcium-binding protein A8 (calgranulin A, *S100a8*) and S100 calcium-binding protein A9 (calgranulin B, *S100a9*) are Ca2+ binding proteins belonging to the S100 family. S100A8/A9 is constitutively expressed in neutrophils and monocytes. During inflammation, S100A8/A9 is released actively and exerts a critical role in modulating the inflammatory response by stimulating leukocyte recruitment and inducing cytokine secretion [25]. Extracellular S100A8/A9 interacts with the pattern recognition receptors Toll-like receptor 4 (TLR4). Finally, spectrin alpha, erythrocytic 1 (*Spta1*) has been identified as one of the causative genes of Hereditary spherocytosis [26], and its role as a mediator transport functions.

In the GeneChip analysis, the above six genes were raised as candidates, among which five genes except *Apol11b* could also be confirmed by RT-PCR. Considering the results of the most sensitive vascular endothelium in culture, *Camp*, *Chil3*, and *S100a8* may be considered the most effective markers of ongoing arteriosclerosis. The leakage of several kinds of inflammatory cytokines from injured keratinocytes induces arteriosclerosis obliterans (ASO) [27]. In many animal models of ASO, hyperlipidemia occurs prior to atheroma formation. Interestingly, KCASP1Tg mice showed no hyperlipidemia nor atheroma plaque formation, suggesting that, in vivo, skin inflammation may induce arteriosclerosis without atheroma formation. The results of the present study provide evidence supporting the association of severe skin inflammation with secondary arteriosclerosis. This is not limited to skin diseases but also to other autoinflammatory disorders.

In the present study, the deficiency of IL-17A, IL-17F, or IL-17A/F improved the vessels’ diameter and their elasticity. Since the increase in vascular diameter was greater than in normal mice, IL-17 may be an essential cytokine to some extent in terms of maintaining homeostasis. However, in daily clinical practice, the main treatment is to decrease IL-17 in the body using neutralizing antibodies, so we may not think that such concerns are necessary. In addition to IL-17 and IL-1, many other types of cytokines are produced in mice and actual dermatitis, and blood vessels are affected by all of them, so further studies focusing on other cytokines are needed.

## 4. Materials and Methods

### 4.1. Mouse Study

Four months-old female transgenic mice in which keratinocytes specifically overexpress the human caspase-1 gene with the K14 promoter, designated as KCASP1Tg, were used in this study [16]. C57BL/6 littermate mice (WT) were used as controls. Animal care was performed according to current ethical guidelines, and the experimental protocol was approved by the Mie University Board Committee for Animal Care and Use (#22-39-5-1).

### 4.2. Tissue Sampling, Histological Analysis, and Observation of the Abdominal Aorta and Adipose Tissue Using Electron Microscopy

All mice were subjected to euthanasia with CO_2_ or pentobarbital. Thoracic and abdominal specimens were fixed in 10% buffered neutral formaldehyde and embedded in paraffin. Histological sections were 6-µm thick and stained with hematoxylin and eosin (H&E), Congo-red, and Elastica van Gieson stain (EVG, *n* = 7, each group). Furthermore, electron microscopy sampled and observed the abdominal aorta after reflux fixation of inflamed mice and normal control mice.

### 4.3. GeneChip Analysis and Real-Time Polymerase Chain Reaction (Real-Time PCR)

GeneChip analysis and RT-PCR were performed to measure the changes in mRNA levels in the thoracic and abdominal aorta. Total RNA was extracted from 16 weeks old mice using Tri Reagent (Molecular Research Center, Cincinnati, OH, USA). The RNA concentration was measured using a NanoDrop Lite spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA), and one µg total RNA was converted to cDNA using High-Capacity RNA-to-cDNA Kit (Applied Biosystems, Foster City, CA, USA). GeneChip analysis was performed at Takara Bio (Shiga, Japan). RNA profiles in abdominal aorta samples were conducted in eight different mice (*n* = 8). For target synthesis and hybridization, the work was performed using methods recommended by Thermo Fisher Scientific. The labeling protocol was performed by that biotinylated cRNA were synthesized by GeneChip 3′ IVT PLUS Reagent Kit (Affymetrix, Santa Clara, CA, USA) from 250 ng total RNA according to the manufacturer’s instructions. Biotinylated cRNA yield was checked with the NanoDrop ND-2000 Spectro-photometer. Hybridization protocol is that following fragmentation, 10 µg of cRNA were hybridized for 16 h at 45 °C on GeneChip™ Mouse Genome 430 2.0 Array. Arrays were washed and stained in the GeneChip Fluidics Station 450 (Affymetrix). Arrays were scanned using GeneChip Scanner 3000 7G. Single Array Analysis was calculated by Microarray Suite version 5.0 (MAS5.0) with Affymetrix default setting and global scaling as the normalization method. The trimmed mean target intensity of each array was arbitrarily set to 500. The data was imported into the Subio Platform (Subio Inc., Tokyo, Japan). Signals <1 were replaced with 1, log2 transformed, and then mean-subtracted by each probe set to obtain the log ratio against the average of the expression patterns. 

Samples were classified into two groups, WT and KCASP1Tg mice. Probe sets in both groups whose detection values were absent in half of the samples were removed. Finally, unvarying probe sets, whose log ratios were between −1 and +1 in all samples, were filtered out to obtain the final quality-controlled 888 probe sets. Among them, 16 probe sets were further selected.

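All 10 measured heart muscle genes, all 9 mesothelial genes, 10 of 11 cell division genes, 8 of 8 mature neutrophil genes and 16 of 20 contractile genes of arterial smooth muscle had a log ratio beyond -1 or +1 in at least 1 mouse. The same held for 0 of 22 respiratory chain genes, 0 of 19 genes of lysosomes and autophagy and 1 of 18 endothelial cell genes, and for 5 of 9 erythroid genes and 8 of 11 brown adipocyte genes. Among the 5 key genes analysed all 5 were retained, as were 15 of the 18 probe sets called between the genotypes.
The log ratio was taken as the log2 signal minus the probe set's mean over the 10 arrays, and the signal filter stood in for the detection calls. It left 4635 of 26242 probe sets, or 17.7%. The largest log ratio of these probe sets was found most often in KCASP1Tg 4 (34.7%), KCASP1Tg 3 (28.6%) and WT 4 (17.7%). Without KCASP1Tg 4, 3119 probe sets were left.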

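Of the 16 gene labels printed beside the heat map of Fig. 3A, 15 are different and 13 of these were analysed here. Cyp2b10, a cytochrome P450 of drug metabolism, and Apol6, another apolipoprotein L gene, were above every WT array on every KCASP1Tg array, as were 4 others of the 13. The log2 fold change of Cyp2b10 was 3.18 (standard error 0.60, adjusted p = 0.119 from limma), and that of Apol6 was 1.07 (standard error 0.27, adjusted p = 0.283). Glycam1, a mucin of lymph node venules, had a log2 fold change of 3.95 (standard error 2.08, adjusted p = 0.699), with a signal of 22908 in KCASP1Tg 4 and of 4.82 to 622 in the other KCASP1Tg mice. Myh6, the alpha myosin heavy chain of heart muscle, had a log2 fold change of 2.45 (standard error 2.66, adjusted p = 0.91), with its highest signal, 11232, in WT 4, followed by 5796 in KCASP1Tg 1 and 3101 in KCASP1Tg 2. Tnni3, the cardiac troponin I gene, and Chil4, another chitinase-like gene, were below the signal filter, with log2 fold changes of 1.07 (exact Mann-Whitney p = 0.762) and -0.34 (exact Mann-Whitney p = 0.762).
The log2 fold change was 0.58 for Apobr, an apolipoprotein B receptor printed there as Apob48r (adjusted p = 0.532 from limma), 0.60 for Tnfrsf12a, the receptor of the cytokine TWEAK (adjusted p = 0.774), and 0.12 for Thbs2, a matrix glycoprotein (adjusted p = 0.958). Of the 13 genes 11 were tested and 2 passed. For Myh6 and Tnni3 the mean signal was lower in KCASP1Tg mice, at 1520 against 2813 and 665 against 1333, and the positive log2 values come from WT signals of 0.859 to 23.9 in 3 of the 4 mice. As the study chose these genes on these mice, their direction is not independent evidence. With array weights Cyp2b10 and Apol6 also passed (adjusted p = 0.00628 and 0.0296), where adjusted p over all settings ranged from 0.00628 to 1 and from 0.0296 to 1.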

The TaqMan Universal PCR Master Mix II with UNG (Applied Biosystems, Waltham, MA, USA) was used to measure the mRNA expression of apolipoprotein L 11b (Apol11b, Mm03992571_s1), cathelicidin antimicrobial peptide (Camp, Mm00438285_m1), chitinase-like 3 (Chil3, Mm00657889_mH), S100 calcium-binding protein A8 (S100a8, Mm00496696_g1), S100 calcium-binding protein A9 (S100a9, Mm00656925_m1), spectrin alpha, and erythrocytic 1 (Spta1, Mm01315340_m1). Gryceraldehyde-3-phosphate dehydrogenase (GAPDH, Mm99999915_g1) was used as an internal control. All probes were purchased from Applied Biosystems, and also amplification was performed in a LightCycler 96 System (Roche Diagnostics, Indianapolis, IN, USA). The cycling parameters were as follows: 50 °C for 120 s, 95 °C for 600 s, followed by 40 cycles of amplification at 95 °C for 15 s, and 60 °C for 60 s.

### 4.4. Culture of Aorta-Constitute Cells

To elucidate the direct effect on the artery by major inflammatory cytokines, endothelial cells, vascular smooth muscle cells, and fibroblasts were co-cultured with several cytokines, and mRNA expression levels were measured. Cells were purchased from ATCC (Manassas, VA, USA), and cell culture was at 1 × 10^6^/mL of concentration in RPMI 1640 containing 10% FCS, two mM L-glutamine, 100 U/mL penicillin, and 100 µg/mL streptomycin plated in a 24-well culture plate (Coster, NY, USA) with or without 0.1 µg/mL of TNF-α, IL-1β, or IL-17A/F (BioLegend, San Diego, CA, USA), and then incubated for 24 h (*n* = 5, each group).

### 4.5. IL-17A/F Deficiency in KCASP1Tg Mice

To elucidate the role of IL-17A/F in arteriosclerosis, we mated KCASP1Tg mice with IL-17, IL-17F, and IL-17A/F knockout mice [28]. All mice were sacrificed at the age of 16 weeks.

### 4.6. Snapping Tension of Abdominal Aorta

Mice were anesthetized with sodium pentobarbital (50 mg/kg, i.p.), and the abdominal arteries were isolated, gently cleaned of fat and connective tissue, and cut into rings (1 mm in length) as previously reported [7,29]. Rings were suspended vertically between stainless steel hooks in organ baths (20 mL) with modified Krebs–Henseleit solution (room temperature) containing (in mM): NaCl 115, KCl 4.7, CaCl_2_ 2.5, MgCl_2_ 1.2, NaHCO_3_ 25, KH_2_PO_4_ 1.2, and dextrose 10 in order to record the tension. The changes in isometric tension were measured with a force–displacement transducer (TB-651T; Nihon Kohden, Tokyo, Japan) connected to a carrier amplifier (EF601G; Nihon Kohden) and recorded with a pen recorder (WT-645G; Nihon Kohden). The bathing medium was maintained at 37 °C and bubbled continuously with 95% air and 5% CO_2_. Arterial rings were washed and allowed to equilibrate for 30 min. To measure the tension when the aortic ring snapped, the isometric tension was gradually increased (*n* = 7, each group).

### 4.7. Statistical Analysis

Statistical analysis was performed by using PRISM software version 9 (GraphPad, San Diego, CA, USA). A two-group comparison was analyzed with the Mann-Whitney test, and more than three groups were analyzed with the Ordinary one-way ANOVA followed by Tukey’s multiple comparison test. A *p*-value < 0.05 was considered indicative of statistically significant differences.

## Figures and Tables

**Figure 1:**
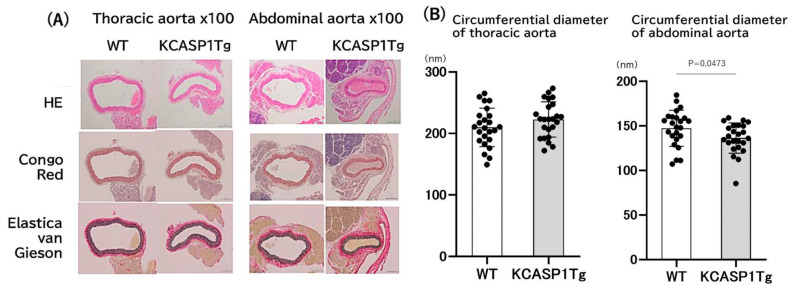
Histological analysis of thoracic and abdominal aorta. The narrowing of the artery was observed in KCASP1Tg mice especially at the abdominal aorta compared to WT mice. Representative pictures of H&E, Congo-Red, and Elastica van Ginson staining were shown (**A**). There were no pathological abnormalities at the thoracic aorta in KCASP1Tg mice. Measurement of the artery’s lumen circumference showed a predominant decrease in the abdominal aorta of KCASP1Tg compared to WT mice. *n* = 24, each group. Two group comparison was analyzed with the Mann-Whitney test (**B**).

**Figure 2:**
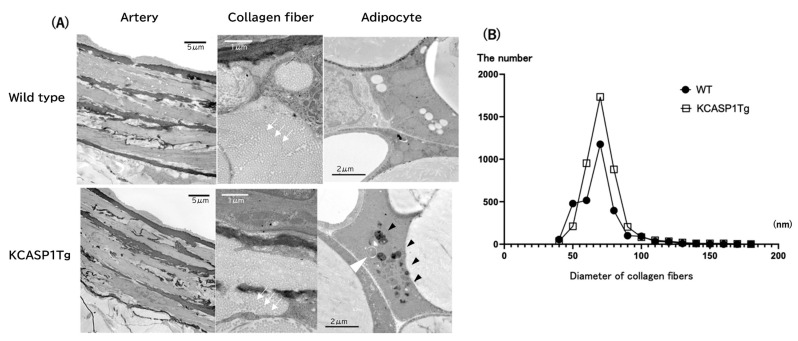
Electron microscopic study for abdominal aorta and peri-aortic adipose tissue. No morphological abnormalities were detected in the endothelial cells, smooth muscle, elastic fibers, or fibroblasts of the outer membrane in both of KCASP1Tg, and WT mice. The white arrow shows each collagen bundle. The adipocytes contained abnormal lysosomes (black arrowhead) and an autophagy-like structure in KCASP1Tg mice (white arrowhead), (**A**). The diameter of collagen fibers in the outer membrane shows a similar pattern between KCASP1Tg, and WT mice (**B**).

**Figure 3:**
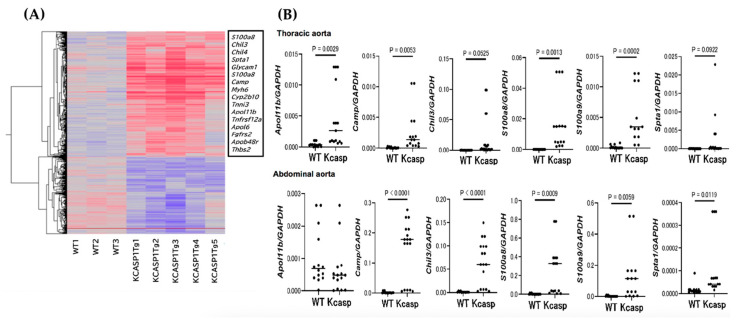
GeneChip and real-time PCR analysis for the thoracic and abdominal aorta. The gene expressions of *Apol11b*, *Camp*, *Chil3*, *S100a8*, and, *S100a9*, *Spta1* have upregulated genes in the abdominal aorta of KCASP1Tg mice (**A**). RT-PCR analysis showed mRNAs for *Camp*, *Chil3*, *S100a8*, *S100a9*, and *Spta1* were upregulated genes in the abdominal aorta of KCASP1Tg mice compared to WT mice. On the other hand, the messages for *Apol11b*, *Camp*, *S100a8*, and *S100a9* were increased in the thoracic aorta. *n* = 15, for each group. Two group comparison was analyzed with the Mann-Whitney test (**B**).

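Camp, Chil3, S100a8 and S100a9 belong to 2 lists of neutrophil genes. These lists were higher as groups in KCASP1Tg mice, and another neutrophil list, which holds none of the 4, was not called. Of 9 measured genes of secondary and tertiary granules, 1 was higher by limma (7 when adjusted over the list alone) and 0 were lower, with a mean log2 fold change of 2.76 (camera, adjusted p = 1.56e-12, and adjusted p = 0.108 with an estimated correlation). Its other members included Mmp8, the neutrophil collagenase, and Ngp, a granule protein. Their log2 fold changes were 3.20 (adjusted p = 0.108) and 3.83 (adjusted p = 0.117). The size for Mmp8 rests on dim WT signals, of 17.8 to 42.0. Of 8 mature neutrophil genes, 2 were higher (4 when adjusted over the list alone), with a mean of 2.18 (adjusted p = 5.49e-09, and adjusted p = 0.216 with an estimated correlation). The 4 genes of primary granules and neutrophil precursors had a mean of 0.70 and did not pass (adjusted p = 0.0728; range over all settings 0.00619 to 0.475). Their list mean was 9.54 in KCASP1Tg 4, 6.76 to 7.31 in the other KCASP1Tg mice and 6.56 to 7.05 in WT mice. The study picked its key genes on these arrays, so the lists that hold them are not independent evidence of direction. Of 13 genes that respond to interleukin-17, S100a8 and S100a9 were higher (5 when adjusted over the list alone), with a mean of 1.31 (adjusted p = 6.6e-08, and adjusted p = 0.066 with an estimated correlation). Without S100a8, S100a9 and Lcn2, which are also neutrophil genes, the other 10 had a median of 0.23. Among them Nfkbiz, a regulator of that response, had 0.66 (adjusted p = 0.126).
Genes of red cells and platelets were also higher as groups. Of 9 erythroid genes, 1, Slc4a1, was higher by limma (4 when adjusted over the list alone), with a mean of 1.14 and a median of 0.09 (camera, adjusted p = 0.000158, and adjusted p = 0.066 with an estimated correlation), and Alas2, the erythroid enzyme of heme synthesis, had a log2 fold change of 2.70 (adjusted p = 0.145). This list did not pass over WT 1 to 3 and KCASP1Tg 1 to 5 (adjusted p = 0.0616; range over all settings 1.07e-06 to 0.232). Of 9 megakaryocyte and platelet genes, 0 were called (9 higher when adjusted over the list alone), with a mean of 1.57 (adjusted p = 1.23e-11, and adjusted p = 0.207 with an estimated correlation). Treml1 and Gp1bb, platelet membrane proteins, had log2 fold changes of 1.61 (adjusted p = 0.127) and 1.98 (adjusted p = 0.176).
Of 21 monocyte and macrophage genes, 0 were called (5 higher when adjusted over the list alone), with a mean of 0.61 (camera, adjusted p = 3.34e-10, and adjusted p = 0.268 with an estimated correlation). Fcgr1, an Fc receptor, had 0.83 (adjusted p = 0.109). Of 14 B cell and plasma cell genes, 0 were called (2 higher when adjusted over the list alone), with a mean of 1.30 (adjusted p = 7.81e-06, and adjusted p = 0.468 with an estimated correlation). Of 10 T cell and natural killer cell genes 0 were called, also when adjusted over the list alone, with a mean of 0.88 (adjusted p = 0.00643, and adjusted p = 0.475 with an estimated correlation). The T cell list mean was 9.83 in KCASP1Tg 4 against 6.99 to 7.98 in the other KCASP1Tg mice. That list did not pass with array weights (mean 0.39, adjusted p = 0.198) or over WT 1 to 3 and KCASP1Tg 1 to 5 (adjusted p = 0.0791; range over all settings 0.000721 to 0.475). Ighm, the IgM heavy chain, had a log2 fold change of 2.70 (adjusted p = 0.118). Of 11 cell division genes 0 were called (1 higher when adjusted over the list alone), with a mean of 0.57 (adjusted p = 0.00643, and adjusted p = 0.475 with an estimated correlation). Of 20 contractile genes of arterial smooth muscle all 20 had a negative log2 fold change and 0 were called, also when adjusted over the list alone, with a mean of -0.33 (adjusted p = 0.000399, and adjusted p = 0.475 with an estimated correlation). Neither of the last 2 lists passed without KCASP1Tg 4, where their means shrank to 0.22 and -0.12 (adjusted p = 0.0879 for each; range over all settings 0.000134 to 0.475 for cell division and 1.3e-05 to 0.475 for smooth muscle). KCASP1Tg 4 had the highest list mean of all mice for neutrophil granule genes (11.71), B cell genes (11.72) and cell division genes (9.12) and the lowest for smooth muscle genes (10.52). Whether these values of KCASP1Tg 4 come from the aorta itself was not tested.
Transcripts of other organs differed between mice. Of 7 liver and pancreas genes 0 were called by limma (5 lower when adjusted over the list alone), with a mean of -3.38 (camera, adjusted p = 3.05e-07, and adjusted p = 0.207 with an estimated correlation), led by Ttr, a plasma carrier protein, at -4.98 (adjusted p = 0.182) and Alb, serum albumin, at -4.57 (adjusted p = 0.288). The list mean was 12.46 in WT 1, 11.37 in WT 3, 9.10 in WT 4, 7.62 in WT 2 and 5.85 to 8.49 in KCASP1Tg mice. The mean of 10 heart muscle genes was 11.44 in WT 4, 10.70 in KCASP1Tg 1 and 10.04 in KCASP1Tg 2, against 6.20 to 7.61 in the other mice, and the list did not pass between genotypes (mean log2 fold change 0.05, adjusted p = 0.456). Its direction was not stable, with means from -0.99 (without WT 1 and WT 3, the 1 alternative that passed, adjusted p = 0.03) to 1.42 and adjusted p from 0.03 to 0.925 over all settings.

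**Figure D2:**
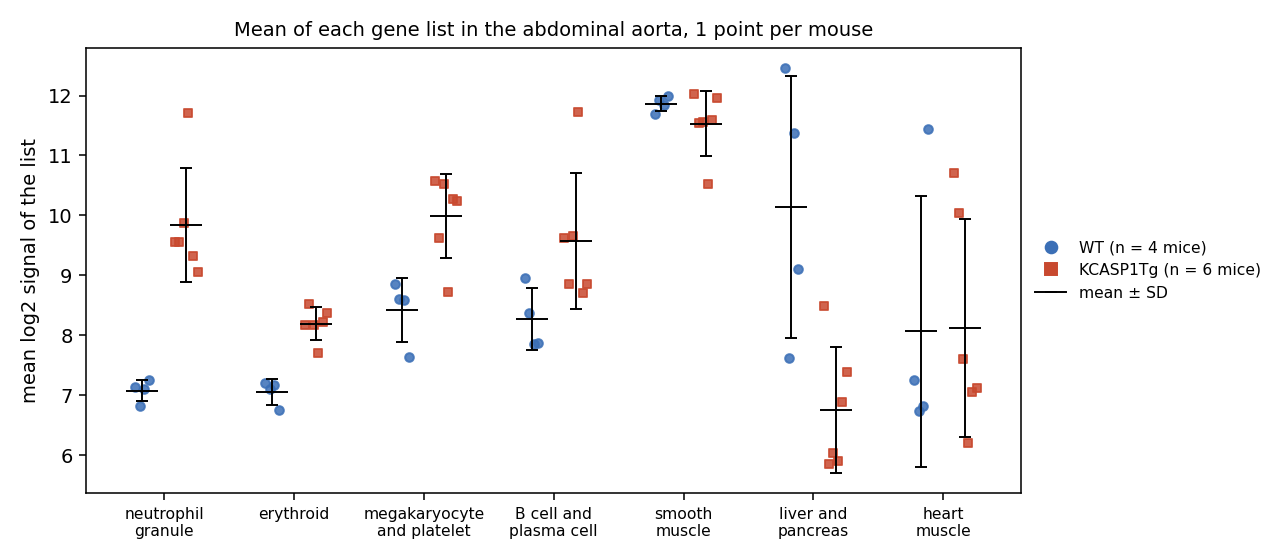
Mean log2 signal of 7 gene lists in each WT mouse (circles, n = 4) and each KCASP1Tg mouse (squares, n = 6), with the mean and SD as lines. All KCASP1Tg points lie above all WT points for the neutrophil granule and erythroid lists, and the heart muscle list has 3 high points, 1 in WT and 2 in KCASP1Tg mice.

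In all, 11 of 37 lists were called higher and 5 lower by camera, 0 with an estimated correlation and 6 by fry. Of 100 divisions of the arrays into groups of 4 and 6, 23 called at least 16 lists, the real one included. From these arrays the paper states that its key genes increased during the process of arteriosclerosis, and it took them on as candidates to RT-PCR (Fig. 3B).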

**Figure 4:**
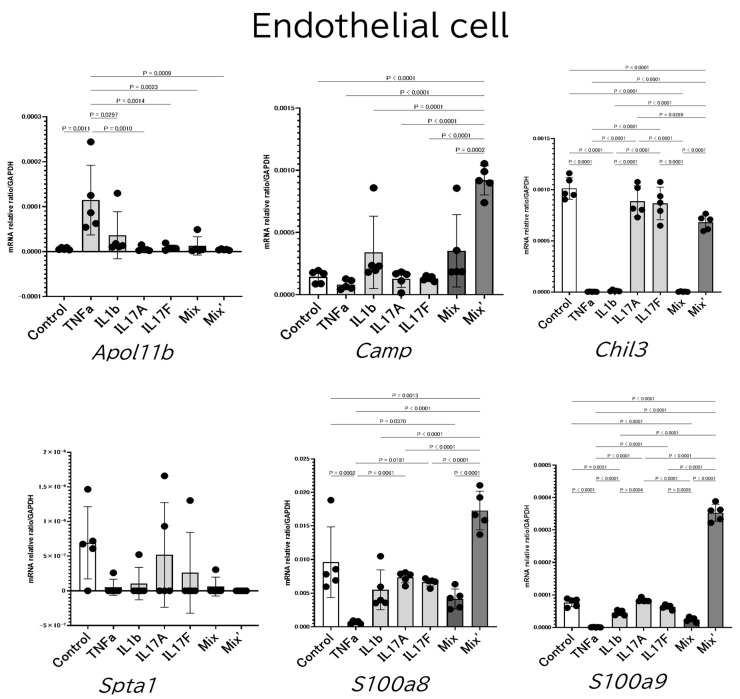

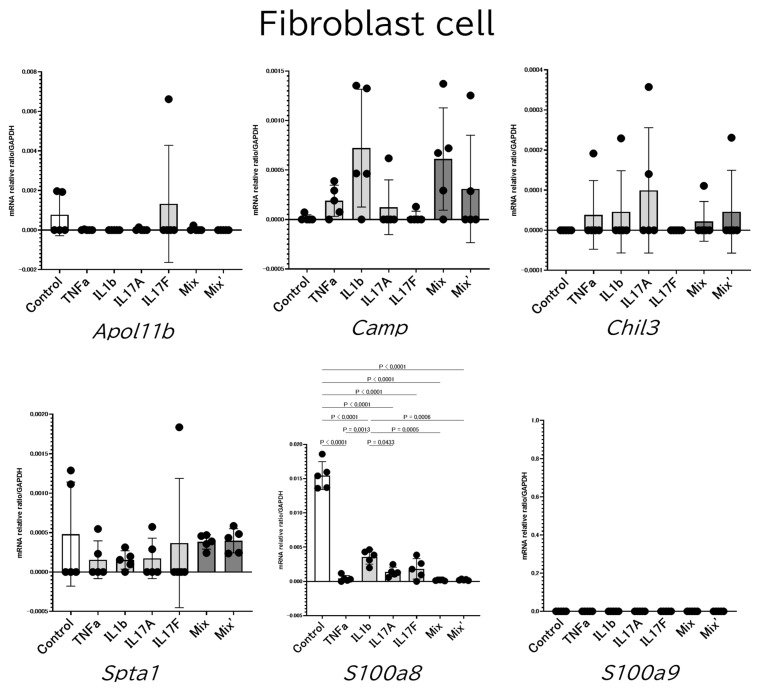

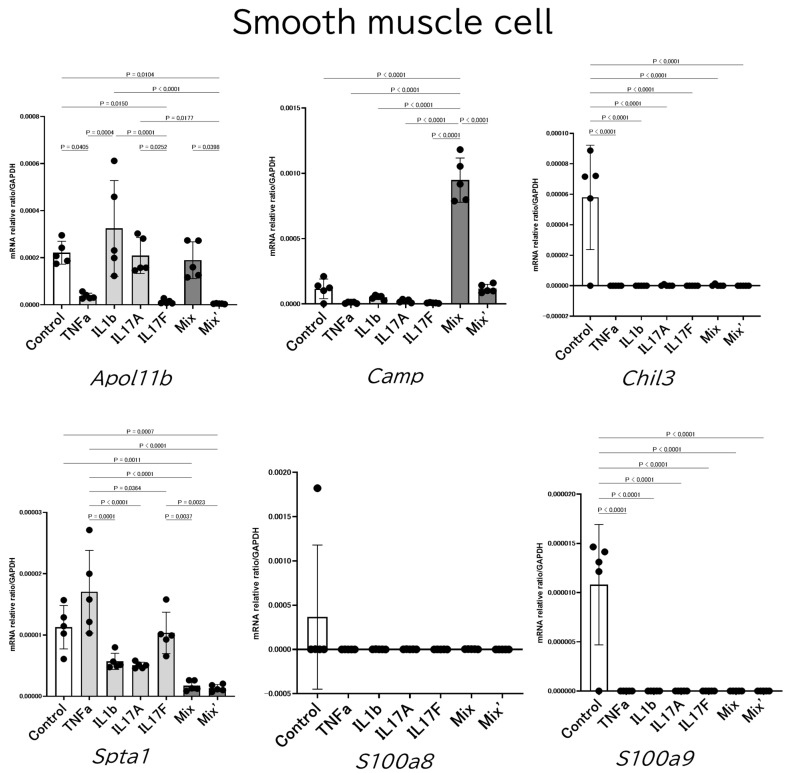
Culture of aorta-constituting cells. We measured the changes in mRNA expressions in the cultured endothelial cells, vascular smooth muscle cells, and fibroblast cells with inflammatory cytokines. The mRNAs for *Camp*, *S100a8*, and *S100a9* were significantly increased especially in the endothelial cell when co-cultured with the mixture of TNF-α, IL-1β, or IL-17A/F. The culture systems of vascular smooth muscle cells and vascular fibroblasts did not provide constant and stable results. Mix = TNF-α, IL-1β, IL-17A. Mix’ = TNF-α, IL-1β, IL-17A, IL-17F. *n* = 5, each group. More than three groups were analyzed with the Ordinary one-way ANOVA followed by Tukey’s multiple comparison test.

**Figure 5:**
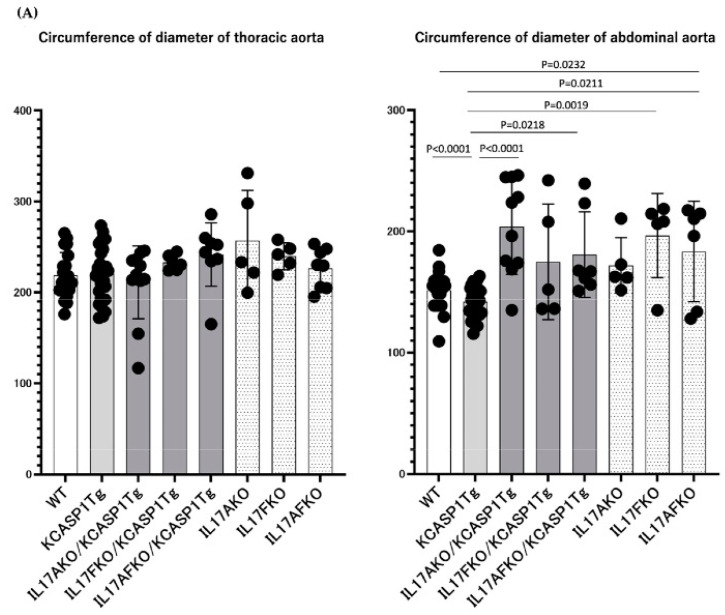

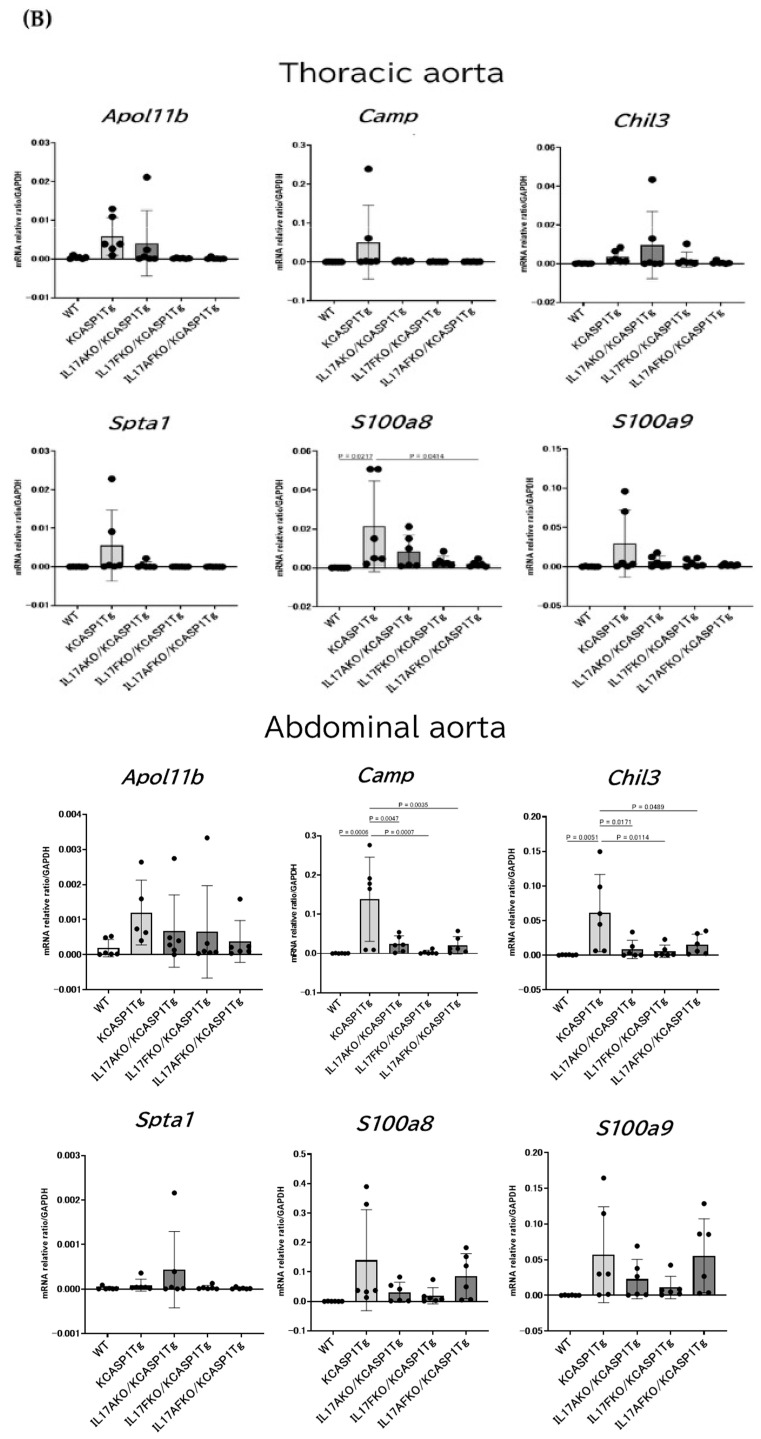
The effect of arteriosclerosis by IL-17 deficiency. The circumference of the lumen of the artery was recovered at the abdominal portion in KCASP1Tg mice when crossing with IL-17A-, IL-17F-, and IL-17AF- mice. In addition, IL-17A-, IL-17F-, and IL-17AF- mice tended to have an enlarged aorta (**A**). The mRNA expression levels for the enhanced gene in KCASP1Tg mice were partially ameliorated in IL-17KO KCASP1Tg mice. *n* = 6, each group. Statistical analysis was performed with the Ordinary one-way ANOVA followed by Tukey’s multiple comparison tests (**B**).

**Figure 6:**
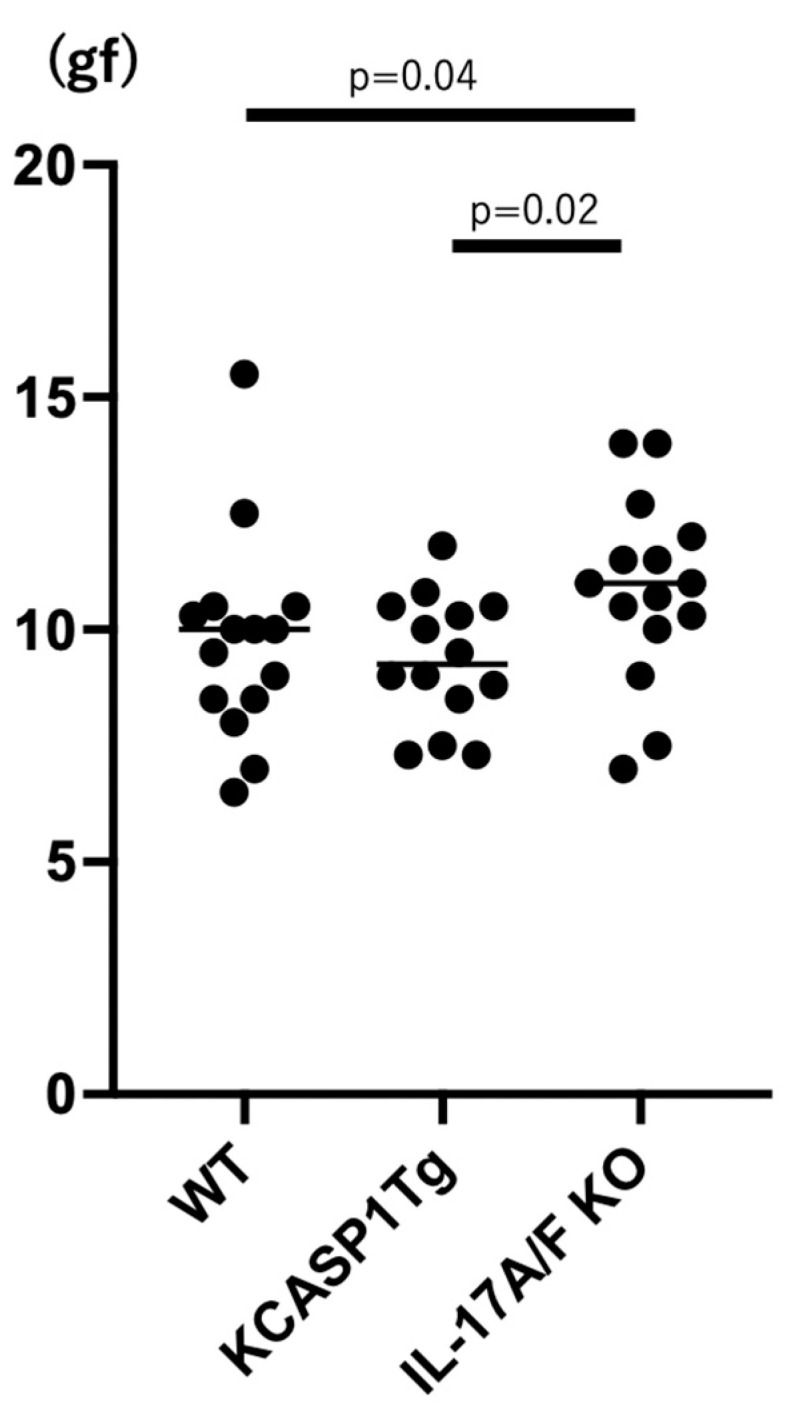
Snapping tension in the abdominal aorta. KCASP1Tg mice showed fragility compared to WT mice. A deficiency of IL-17A/F showed rather enhanced vascular firmness and elasticity compared to WT littermates. N = 15, for each group. The statistical analysis was performed with the Ordinary one-way ANOVA followed by Tukey’s multiple comparison test.

## Data Availability

The whole GeneChip gene expression data has been made publicly available in a GEO repository (GSE226446).

How the deposited data were processed for this re-analysis (not part of the article)

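Abdominal aorta RNA from 4 WT mice and 6 KCASP1Tg mice was measured on GeneChip Mouse Genome 430 2.0 arrays, 1 array per mouse, and the mice are separate animals. The authors computed a signal intensity per probe set with MAS5.0 (version 5.0 in the methods), which includes background and mismatch correction, and scaled each array to a trimmed mean of 500. The deposited values are these intensities on a linear scale, before the floor of 1, the log2 transformation and the subtraction of each probe set's mean that the methods describe next. The mean signal after leaving out 2% of the probe sets at each end was computed and was 500.0 on each array. Between 54.9% and 58.3% of the probe sets had a signal of at least 100 on an array.

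The table holds 45101 probe sets, of which 64 are control probe sets and were left out. Of the other 45037 probe sets, 34945 have 1 gene symbol in the platform annotation, 932 have several and 9160 have none or are not listed in it, and no gene was named from the last 2 kinds. Of the 34945, 34741 were matched to a current gene table by gene identifier and 204 kept the symbol of the platform. Of the 6 genes the paper names from these arrays, 5 were analysed here, and of the 15 different labels printed beside Fig. 3A, 13 were. Gapdh, the reference of the RT-PCR, was read from a control probe set and differed by -0.12 on the log2 scale (exact Mann-Whitney p = 0.762).

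Signals below 1 were set to 1 and log2 values were taken. Probe sets with a signal of at least 100 on at least 4 arrays were tested with limma (version 3.58.1, R 4.3.3), with genotype as the term in the model and Benjamini-Hochberg adjustment, and called at an adjusted p under 0.05. Beside it, a two-sided exact Mann-Whitney test was computed, the test that the statistics section names for comparisons of 2 groups. Of 43 gene lists, 37 had at least 4 measured genes and were tested with camera at a preset correlation of 0.01, camera with an estimated correlation, and fry. All p-values are two-sided. The genes named are those the paper names for these arrays, the interleukins and caspase-1 it studies and its RT-PCR reference, up to 15 called genes with the largest increase and 10 with the largest decrease, and up to 4 members with the smallest p of each list that was called or is about another tissue or cell type. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

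The steps were tested on simulated data for 26242 probe sets drawn from normal distributions with each probe set's mean and spread on the real arrays. Of 50 probe sets changed by a log2 value of 1, 54% were recovered, and 92%, 98% and 100% of those changed by 2, 4 and 5. Of 184 simulated calls 12 were false, or 6.5%. Of 37 simulated lists the 1 that was shifted was called and 0 of the others were. Only each probe set's mean and spread were simulated, not the correlation between the genes of a list. The simulation therefore does not give the rate of false list calls on the real arrays.

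Alternatives covered the floor (16), a pseudocount of 50, the signal filter (none, or 200), quantile normalization, median centring, an intensity trend, array weights, the exact Mann-Whitney test, the arrays numbered as in Fig. 3A, the replicate number as a block, each array left out in turn, an adjusted p under 0.01, a 2-fold change, the mean of a gene's probe sets and the set tests. Further alternatives chosen after seeing the data left out arrays with transcripts of liver or heart muscle, or arrays at an end of the first principal component, or used list means as covariates. For the count of probe sets that vary, the signal filter stood in for the detection calls, which were not used here. The p-values of limma and of the exact Mann-Whitney test measure the spread between mice. Camera tests a list's genes against the other genes, and its preset correlation of 0.01 takes the genes of a list as nearly independent. The estimated correlations ran from -0.102 (S100 genes) to 0.973 (respiratory chain genes). Camera's p-values at the preset correlation are thus not a measure of the spread between mice. No batch or scan date is given in the sources used here.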

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

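Each named gene and list was tested for an array far from the others within its genotype, in 314 groups of arrays; 48 were found, of which 33 were in KCASP1Tg 4, and chance gives about 1 in 20 groups. The tests of the genotype, of a wrong label, of blood and of the interleukin-17 response were chosen after the results were seen, as was the comparison of the arrays by their liver and heart muscle lists.

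In KCASP1Tg 4 the log2 signal was far above the other KCASP1Tg mice for the neutrophil genes Camp (11.77), Chil3 (12.48), S100a9 (14.31), Ngp (13.06), Lcn2 (12.06), Prtn3 (9.92), Mpo (9.79), Serpinb1a (10.42) and Ms4a3 (8.04). It was also far above for the cell division genes Ube2c (9.10), Rrm2 (9.58) and Mki67 (10.71), the lymphocyte and plasma cell genes Nkg7 (9.98), Cd3g (10.39), Mzb1 (12.57) and Pou2af1 (11.89), and for Tgfb1 (9.10) and Icam1 (10.85). It was far below for Apol11b (5.97), the red cell gene Alas2 (9.36), the platelet gene Pf4 (10.86), the muscle gene Synpo2 (9.66) and the collagen gene Col6a1 (10.32). The list means of KCASP1Tg 4 were highest for neutrophil primary granule genes (9.54), neutrophil secondary and tertiary granule genes (11.71), cell division genes (9.12), T cell and natural killer cell genes (9.83), B cell and plasma cell genes (11.72), interleukin-1 and TNF response genes (10.38) and endoplasmic reticulum stress genes (11.38). They were lowest for smooth muscle contractile genes (10.52), endothelial cell genes (10.46) and fatty acid and triglyceride synthesis genes (12.73). Glycam1, a mucin of lymph node venules, was also highest in KCASP1Tg 4, at a log2 signal of 14.48 against 2.27 to 9.28 in the other KCASP1Tg mice. Whether tissue other than aorta adds to the values of KCASP1Tg 4 was not tested.

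In single WT mice, Camp (5.82), Cd164l2 (6.14) and Krt10 (7.80) were far above the others in WT 2 and Chil3 (2.84) was far below. Tent5c (9.09) was high and Lrrn4 (6.21) low in WT 1, Socs3 (7.27) was low in WT 3, and in WT 4 Apobr (8.51) and the heart muscle list (11.44) were high and Fcgr1 (6.64), Mbp (11.72) and the nerve and Schwann cell list (10.18) were low. Apoa1 (8.64) was high in KCASP1Tg 1, and the adrenal genes Star (10.43) and Cyp11b1 (11.91) were high in KCASP1Tg 2.

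The called genes that the paper does not discuss had log2 fold changes of 3.47 (Slc4a1), 2.99 (Cd164l2), 2.36 (Sema6b), 2.16 (Ccl8), 2.04 (Tent5c), 1.59 (Nfe2), 1.53 (Isg20) and 1.39 (Alox5ap), of which the sizes for Slc4a1, Cd164l2 and Sema6b rest on dim WT signals, each higher in 6 of 6 KCASP1Tg mice than in any WT mouse. Chance division of the arrays can be excluded for the number of probe sets called: of 100 divisions 2 gave at least 18, the real one with 18 and another with 26. That other division set WT 1, WT 2, WT 3 and KCASP1Tg 6 against the rest. For the number of lists, chance cannot be excluded: 23 of 100 divisions called at least the 16 of the real one, and the highest of the others was 21.

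The liver transcripts of WT 1 and WT 3 may come from liver tissue carried over with the aorta. Over 13 further liver genes, listed before their values were seen, the median log2 difference between these 2 mice and the others was 3.56 (lower quartile 2.62), as that explanation needs. Without these mice the liver list was still lower in KCASP1Tg mice, by a mean of -1.60 over 7 genes. With the signal filter over the 8 arrays left, 5 genes were measured, with a mean of -1.46. These 5 passed by camera at the preset correlation (adjusted p = 0.000211). They did not pass with an estimated correlation (unadjusted p = 0.0691), which the bound for the genotype required. A difference between genotypes therefore stays open.

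The heart muscle transcripts of WT 4, KCASP1Tg 1 and KCASP1Tg 2 may come from heart muscle carried over in dissection. Over 21 further heart muscle genes the median log2 difference between these 3 mice and the others was 3.27 (lower quartile 1.67). A wrong label on WT 4 is argued against by its neutrophil granule list, whose mean was -1.81 relative to the lowest KCASP1Tg mouse. For the genotype the exact Mann-Whitney p of the list means was 0.914, which with 4 mice against 6 neither shows an effect nor rules one out.

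The rise of Camp, Chil3, S100a8 and S100a9 may reflect more neutrophils in the sampled tissue. Apol11b did not go with these 4 in KCASP1Tg 4, which is 1 mouse. Its log2 signal there was the lowest of the KCASP1Tg mice (5.97, next 7.46), while the neutrophil granule list was highest (11.71, next 9.88). Over 14 further neutrophil genes, listed before their values were seen, the median log2 fold change was 1.22 (lower quartile 0.77), and 0.92 without KCASP1Tg 4. The monocyte and macrophage list was also higher, with a mean of 0.61 and 20 of 21 genes positive. These values therefore do not separate more neutrophils from more leukocytes of other kinds. Whole blood left in the vessel stays open: over the 6 KCASP1Tg mice the neutrophil and erythroid list means had Pearson's r = -0.883 (permutation p = 0.0417, adjusted p = 0.0556 over 4 relations) and Spearman's rho = -0.543 (permutation p = 0.297), and r was -0.174 without KCASP1Tg 4 and KCASP1Tg 6, so the relation rests on those mice. The bound first written, on Pearson's r alone, would have counted this against whole blood, and Spearman's rho was added to it after the value was seen. An interleukin-17 response of vessel cells stays open too: the median log2 fold change of 10 response genes other than S100a8, S100a9 and Lcn2 was 0.23 (quartiles 0.08 and 0.67). The paper reports that Camp, S100a8 and S100a9 rose in cultured endothelial cells given TNF-α, IL-1β and IL-17A/F together. It also reports a partial recovery of mRNA levels in KCASP1Tg mice lacking interleukin-17. Its electron microscopy found more inflammatory cells between the fat cells of KCASP1Tg mice.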

How the results depend on the processing

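The alternatives without WT 1 and WT 3, without WT 4, KCASP1Tg 1 and KCASP1Tg 2, without WT 4 and KCASP1Tg 3, and those with list means as covariates were chosen after seeing the data; the others, WT 1 to 3 and KCASP1Tg 1 to 5 among them, were set beforehand. Main counts were 18 probe sets higher and 0 lower, 3 of the 5 key genes higher, 0 of the cytokine genes, 11 lists higher and 5 lower, and 4635 probe sets passing the variation filter. The probe sets called lower numbered 1 with a floor of 16, 2 with a pseudocount of 50, without a signal filter, with quantile normalization and with median centring, 3 with a signal of at least 200 and with an intensity trend, 9 over WT 1 to 3 and KCASP1Tg 1 to 5, and 1 without WT 4 and KCASP1Tg 3 and with the heart muscle list as a covariate. Array weights called 204 higher, 63 lower and 5 key genes, with the lowest weights for KCASP1Tg 4 (0.281) and WT 4 (0.376). An adjusted p under 0.01 left 10 higher. Exact Mann-Whitney tests called 0 higher and 0 key genes, where the smallest possible p, 0.00952, is shared by 769 probe sets. Without WT 1 and WT 3, and with the heart muscle and liver lists as covariates, 0 probe sets and 0 key genes were called. Without WT 4, KCASP1Tg 1 and KCASP1Tg 2, 2 probe sets were called. There 0 of the 4 key genes tested were called, and Apol11b was not tested. Why these calls were lost was not tested. Leaving out each array in turn gave 10 (KCASP1Tg 1) to 61 (KCASP1Tg 4) higher, 0 to 8 (KCASP1Tg 4) lower, 2 (KCASP1Tg 1) to 5 (KCASP1Tg 4) key genes, 0 cytokine genes, 10 to 13 lists higher, 4 (KCASP1Tg 4) to 8 (KCASP1Tg 5) lower, and 3119 (KCASP1Tg 4) to 4476 (KCASP1Tg 5) probe sets passing the variation filter. That filter left 3063 with a pseudocount of 50, 19620 without a signal filter, 2859 with a signal of at least 200 and 2393 without WT 4 and KCASP1Tg 3. Camera with an estimated correlation called 0 lists higher and 0 lower, fry 6 higher and 0 lower, and the 2 covariates left 2 lower. The liver list had a difference of 0 with these covariates because its own mean was among them, so its lost call there decides nothing.

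With the replicate number as a block, 0 probe sets and 0 key genes were called. The numbers do not pair the mice: deviations of mice with the same number had correlations of 0.108, -0.314, -0.435 and -0.326. Results that turned direction were the fatty acid and triglyceride synthesis list (0.029 with array weights and 0.029 with both covariates), the heart muscle list (-0.986 without WT 1 and WT 3) and the acute phase and complement list (-0.019 without WT 4 and KCASP1Tg 3); the cause was not tested. Over all alternatives, lists lost their call 53 times and gained it 47 times, and named genes 79 and 36 times, in the same direction; 13 lists and 17 genes that passed neither time changed sign in 73 and 47 cases, and 0 named genes reversed. The median log2 fold change of all probe sets moved from -0.002 to -0.015 at most between scalings.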

Differences from the paper's values

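The paper's number of probe sets left after its variation filter is 888; here 4635 were left. The groups of arrays are unlike, since the methods give n = 8 mice and 4635 comes from 10 arrays, and over 8 arrays, numbered as in Fig. 3A, 3689 were left. None of the alternatives set before the data were examined came within 1.5 times of the paper's number, with 2859 at a signal of at least 200, 3063 with a pseudocount of 50 and 19620 without a signal filter. The detection calls that the methods use before this step were not used here.

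The paper lists Apol11b and Camp among the genes higher in KCASP1Tg aorta on the arrays. Here their log2 fold changes were 2.18 and 4.44, higher in 6 of 6 KCASP1Tg mice, but adjusted p was 0.12 and 0.125 from limma. They passed with array weights (adjusted p = 0.00942 and 0.0202) and without KCASP1Tg 4 (adjusted p = 0.00858 and 0.0225), in ranges over all settings from 0.00858 to 1 and from 0.0202 to 1, and before adjustment in the exact Mann-Whitney test (p = 0.00952), whose threshold the statistics section gives without naming an adjustment. S100a8, S100a9 and Chil3, which the paper also lists, passed here. The paper reports no significant change in TGF-β1; Tgfb1 did not pass here either (adjusted p = 0.753 from limma), though its unadjusted exact Mann-Whitney p was 0.0381.

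Of 13 genes labelled beside the heat map of Fig. 3A, 6 had a higher signal in 6 of 6 KCASP1Tg mice than in any WT mouse here, and 2 of the 11 tested passed. Chil4 had a log2 fold change of -0.34 and lay below the signal filter, and the mean signals of Myh6 and Tnni3 were lower in KCASP1Tg mice (1520 against 2813 and 665 against 1333).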

Other observations

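The relation between lists in the last paragraph was tested after the values were seen. Genes of adipocytes, mitochondria and lysosomes, the cells and organelles in which electron microscopy found changes, did not pass as lists with equal weights for the 10 arrays. The mean log2 fold change was 0.04 for 15 white adipocyte genes (camera, adjusted p = 0.851), -0.33 for 11 brown adipocyte genes (adjusted p = 0.0904), 0.005 for 22 respiratory chain genes (adjusted p = 0.93) and 0.08 for 19 genes of lysosomes and autophagy (adjusted p = 0.151), with 0 members called by limma in any of them. These lists, apart from the lysosome list, depended on the arrays and weights used. The brown adipocyte list passed, lower in KCASP1Tg mice, without WT 2 (mean -0.57, adjusted p = 0.00454, range over all settings 0.00454 to 0.931) and in 3 other alternatives. It turned positive, without passing, with array weights (0.054) and over WT 1 to 3 and KCASP1Tg 1 to 5 (0.045). The white adipocyte list passed, higher, with array weights (mean 0.23, adjusted p = 0.0148, range 0.0148 to 0.988). It turned negative, without passing, in 5 of 27 alternatives. The respiratory chain list passed, higher, with array weights (mean 0.25, adjusted p = 0.000296), over WT 1 to 3 and KCASP1Tg 1 to 5 (mean 0.27, adjusted p = 0.00379) and without WT 4 (range over all settings 0.000296 to 0.994). Its mean turned negative, without passing, in 11 of 27 alternatives, down to -0.12 without WT 2 (adjusted p = 0.0889). Fatty acid and triglyceride synthesis genes had a mean of -0.21 over 16 genes, 0 of them called, also when adjusted over the list alone (adjusted p = 0.0339, and adjusted p = 0.636 with an estimated correlation); without KCASP1Tg 4 adjusted p was 0.274, in a range over all settings from 1.75e-05 to 0.921. This list lost its call in 11 of 27 alternatives and turned positive in 2, with array weights and with the heart muscle and liver lists as covariates (0.03 in each). Endothelial cell genes had a mean of 0.02 over 18 genes (adjusted p = 0.948), and 12 nerve and Schwann cell genes a mean of -0.22 (adjusted p = 0.0516). The nerve list passed, lower in KCASP1Tg mice, in 13 of 27 alternatives, with adjusted p from 8.87e-06 (mean -0.87, over WT 1 to 3 and KCASP1Tg 1 to 5) to 0.88; without WT 4 its mean was -0.70 (adjusted p = 2.06e-05). It turned positive, without passing, in 3 alternatives: without KCASP1Tg 3 (0.09), without WT 1 and WT 3 (0.19) and with those covariates (0.41).

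Genes of collagen, matrix and fibroblasts were lower as lists in KCASP1Tg mice, in part through KCASP1Tg 4. Of 24 collagen and matrix genes 0 were called by limma (3 lower when adjusted over the list alone), with a mean log2 fold change of -0.26 (camera, adjusted p = 0.000326, and adjusted p = 0.475 with an estimated correlation). Col15a1, a basement membrane collagen, had -1.22 (adjusted p = 0.12) and Col3a1, a fibrillar collagen, -1.07 (adjusted p = 0.367), each lower in 6 of 6 KCASP1Tg mice than in any WT mouse. The collagen list mean was 10.36 in KCASP1Tg 4, 11.16 to 11.69 in the other KCASP1Tg mice and 11.34 to 11.57 in WT mice, and without KCASP1Tg 4 the mean log2 fold change was -0.10. The list did not pass over WT 1 to 3 and KCASP1Tg 1 to 5 (adjusted p = 0.0791; range over all settings 9.52e-08 to 0.475). Of 14 fibroblast and adventitial genes 0 were called, also when adjusted over the list alone, with a mean of -0.37 (adjusted p = 0.000247, and adjusted p = 0.475 with an estimated correlation) that ranged from -0.55 to -0.25 over all settings. Acute phase and complement genes had a mean of 0.18 over 10 genes (3 higher and 1 lower when adjusted over the list alone; adjusted p = 0.0352, and adjusted p = 0.475 with an estimated correlation), where Serpina3n, a protease inhibitor, had 1.15 (adjusted p = 0.499) and Fgg, a fibrinogen chain made in liver, -4.12 (adjusted p = 0.464). That list lost its call in 9 of 27 alternatives, among them without WT 4 (mean 0.06, adjusted p = 0.174; range over all settings 0.000176 to 0.475). Keratinocyte genes had a mean of 0.09 over 5 genes (adjusted p = 0.846) and mast cell genes 0.28 over 5 (adjusted p = 0.0948; range over all settings 0.00638 to 0.552). Casp1, the mouse gene, had a log2 fold change of 0.58 (adjusted p = 0.596), and Il17a was below the signal filter.

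Over the 6 KCASP1Tg mice, the list means of neutrophil granule genes and cell division genes had Pearson's r = 0.995 (permutation p = 0.00278, adjusted p = 0.0111 over 4 relations) and Spearman's rho = 0.943 (permutation p = 0.0167), and r was 0.988 without KCASP1Tg 4 and KCASP1Tg 6. With the B cell and plasma cell list r was 0.967 (permutation p = 0.0153, adjusted p = 0.0306) and rho 0.886 (permutation p = 0.0333), and r was 0.753 without these mice. With the megakaryocyte and platelet list r was -0.811 (permutation p = 0.107), rho was -0.314 (permutation p = 0.564) and r was 0.288 without these mice.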
